A study of Homo sapiens with 3 samples. Its data were reported in "Genetic variants in histone modification regions are associated with the prognosis of lung adenocarcinoma" (2021).

How the data were processed

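Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in H2087, an established human lung adenocarcinoma cell line, with an antibody against histone H3 acetylated at lysine 27 (H3K27ac) or trimethylated at lysine 4 (H3K4me3). The labels describe 3 samples, which are 1 library per histone mark and 1 input library of chromatin without immunoprecipitation. The cells were untreated. A peak list was analysed for each mark, and the input library was not analysed here. Each mark formed a group of 1 library (n = 1), so no value has a biological or technical replicate and no test between the marks was made.

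According to the study's methods, reads were aligned to the human genome hg19 with Bowtie and peaks were called with MACS2 2.1.0. The threshold, the treatment of duplicate reads, the calling mode and any exclusion of problematic regions are not stated. The methods name normalization as the purpose of the input, without saying whether it was the control in the peak calling. ChIPseeker 1.6.6 was used by the authors to assign genes to peaks, and that assignment was not used here. The deposited lists give the position of each peak, a name and a value in the last column, which has no header. This value was read as the −log10 q that the authors' peak caller gave each summit, from the numbers alone. It was never negative, its smallest value was 1.303 in the H3K27ac list and 1.306 in the H3K4me3 list against 1.301 for a q of 0.05, and the same values recurred in many peaks. The 5 most frequent values made up 26.3% of the entries in the H3K27ac list and 19.3% in the H3K4me3 list. The −log10 q is a property of a peak within its own list. It grows with sequencing depth and with local copy number, and was used to rank, filter or describe the peaks of each list. Where the same cut was applied to both lists, a difference between the marks may reflect depth.

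Intervals with several summits were listed by the authors once per summit. The H3K27ac list held 25275 entries and the H3K4me3 list 20282. Distinct intervals were taken as peaks, each with its highest −log10 q, a choice made after the lists had been examined, with the entries per summit as an alternative. Read counts are not part of the peak lists, so the depth of each library is unknown here, and a region without a peak cannot be told from a region with too few reads. Both lists used the 24 chromosomes of hg19 or a part of them, and no peak passed the end of a chromosome in the GRCh37 primary assembly, the same build. Gene positions were taken from GENCODE 44 mapped to that build. A gene start was the outer 5′ end of the annotated gene, which gave 20163 starts of protein-coding genes and 64449 starts of all genes. LINC00959 was found in this annotation under its newer symbol C10orf143, with the type protein-coding, so its start is one of the protein-coding starts. Positions are 1-based on hg19.

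Peaks of the marks were called shared when they had at least 1 bp in common. Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only and treat neighbouring peaks as independent. Overlap under random placement came from 1000 circular shifts of the H3K27ac peaks along each chromosome, between the first and the last peak of either list. The permutation test was one-sided. H3K27ac peaks within 10 kb of each other were joined into stitched regions, ranked by the length under peaks. For shares by rank, each list was divided into 10 parts by −log10 q, and peaks with equal values were ordered by position. A peak was counted as near a gene start when its edge lay within 3 kb, and a gene start was counted as marked when a peak lay within 1 kb. The 200-bp profile around gene starts and the share of marked starts were added after the lists had been examined.

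The comparisons, the alternatives and the rule for named items were fixed before the data were examined, apart from those described as added. The named items were the 3 peaks with the highest −log10 q and the 3 widest peaks of each list, the 3 stitched regions with the longest length under peaks, the 3 chromosomes with the highest and the 3 with the lowest ratio of H3K27ac to H3K4me3 peaks, and the genes CAPN1, GLRX3 and LINC00959 with the peaks within 50 kb. The alternatives were the upper part of each list by median −log10 q, merging of peaks within 1 kb, removal of peaks under 200 bp, other definitions of overlap, other random placements, other stitching distances and other sets of gene starts. The restriction to chromosomes 1 to 22, X and Y changed no list, because no other sequence occurred in them. Where a value had no interval of its own, a change was judged by fixed tolerances, which were a factor of 1.5 for counts and lengths, 1 percentage point for shared length, and the 95% range of 500 bootstrap draws for differences of medians.

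For the closing tests, a peak was called multi-copy when over 50% of its 32-base words, taken every 20 bases on both strands, occurred more than once in the assembly. Assembly gaps of at least 1 Mb outside chromosome Y were used, and a peak within 1 Mb of one counted as beside it. Gene starts were matched in 20 classes of the number of CpG dinucleotides within 500 bp on either side. These settings were single choices made after the lists had been examined, and other values were not tried. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and bedtools 2.31.1. The overlap code was tested on simulated data in which 200 of 24096 randomly placed H3K27ac peaks were moved onto H3K4me3 peaks, and all 200 were recovered. Its counts equalled those of bedtools on the simulated and the deposited lists. A random list without moved peaks gave a ratio of observed to shifted overlap of 0.91 over 100 shifts.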

Results

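To map histone modification regions in lung adenocarcinoma cells, ChIP-seq profiles of 2 marks were obtained in the H2087 cell line. H3K4me3 is commonly found at active promoters, and H3K27ac at active promoters and enhancers. Each mark was represented by 1 library without replicates, so the values below describe these libraries and their intervals cover counting error only. The sequencing depth of the libraries is unknown from the peak lists.

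The H3K27ac list contained 24096 peaks and the H3K4me3 list 18585, a ratio of 1.30. H3K27ac peaks covered 8.31 Mb and H3K4me3 peaks 7.07 Mb, or 0.269% and 0.229% of the chromosomes. The median width was 284 bp (interquartile range 226 to 397) for H3K27ac and 305 bp (230 to 455) for H3K4me3. Only 1.28% of the H3K27ac peaks and 2.25% of the H3K4me3 peaks reached 1 kb. The −log10 q assigned by the authors' peak caller had a median of 2.65 (interquartile range 1.89 to 3.55) in the H3K27ac list and 2.97 (2.20 to 4.33) in the H3K4me3 list. A value of at least 5 was reached by 8.84% and 16.7% of the peaks, respectively. At that threshold the order of the marks changed, with 2131 H3K27ac peaks and 3106 H3K4me3 peaks. Because the depth of the libraries is unknown, the numbers of peaks do not measure the extent of the marks in the cells.

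The overlap between the lists was examined because the study selected sites within the peaks of each mark and treated those under both marks as duplicates. Of the H3K27ac peaks, 5787 (24.0%, 95% interval 23.5 to 24.6) shared at least 1 bp with an H3K4me3 peak. Of the H3K4me3 peaks, 5773 (31.1%, 30.4 to 31.7) overlapped an H3K27ac peak. Since 5787 and 5773 are nearly equal, the order of the shares follows from the sizes of the lists. The shared length was 1673 kb, which was 20.1% of the length under H3K27ac peaks, 23.6% of that under H3K4me3 peaks, and 12.2% of the length under either mark. The shares depended on the definition of overlap and were 13.2% and 17.1% when both peaks had to share 50% of their length, against 36.0% and 47.9% when the other mark had to lie within 1 kb. With −log10 q of at least 5 in both lists, the order of the shares was the opposite, 18.3% of H3K27ac peaks and 12.4% of H3K4me3 peaks. The order of the list sizes was also the opposite at that cut.

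Circular shifts of the H3K27ac peaks gave 140.1 overlapping peaks on average, with a range of 92 to 210 over 1000 shifts. The observed overlap was 41.3 times this mean (permutation p = 0.001, one-sided, the smallest value that 1000 shifts can give). The ratio was lowest, 19.5, when each peak was moved by only 100 kb to 1 Mb, which keeps the regional density of peaks (permutation p = 0.001, again the smallest possible value). The 18309 H3K27ac peaks without overlap lay a median of 12.2 kb (interquartile range 2.14 to 43.1) from the nearest H3K4me3 peak. After the shifts, the mean of the median distances was 107 kb, and the lowest median was 79.7 kb. With only the upper part of the H3K4me3 list, the observed median distance rose to 27.6 kb.

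Shared peaks were wider and had higher −log10 q than unshared peaks of the same list. In the H3K27ac list, the median width was 346 bp for shared and 271 bp for unshared peaks, and the median −log10 q was 3.15 and 2.45. For H3K4me3, the corresponding medians were 389 and 282 bp, and 3.72 and 2.92. The share of overlapping peaks rose from 15.3% (13.9 to 16.8) in the lowest 10% of the H3K27ac list by −log10 q to 46.1% (44.1 to 48.1) in the highest 10%. In the H3K4me3 list it rose from 18.6% (16.9 to 20.5) to 55.0% (52.7 to 57.3). The 25% of each list with the highest values had shares of 37.9% and 45.9%.

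**Figure D1:**
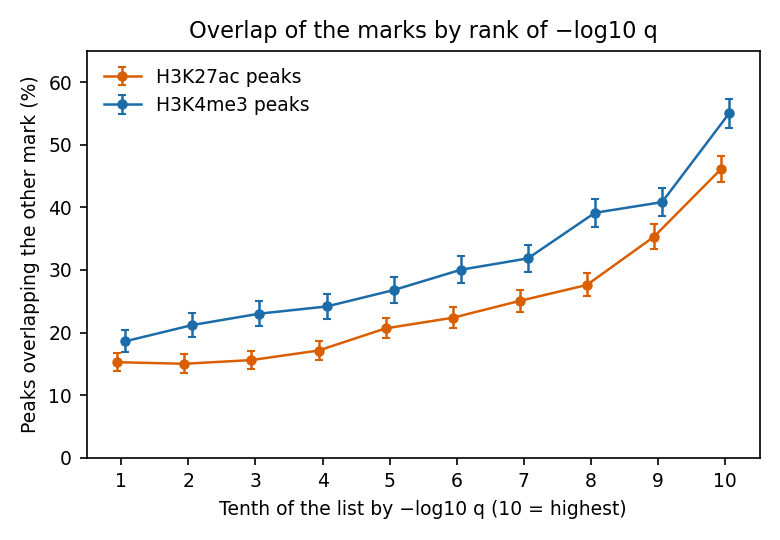
Share of peaks overlapping the other mark (y axis, %) in each of 10 equal parts of a list ordered by −log10 q (x axis, 10 is the highest part), for H3K27ac and H3K4me3 peaks with exact 95% counting intervals as bars. The share reaches 46.1% for H3K27ac and 55.0% for H3K4me3 in the highest part.

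The lists differed in their position relative to protein-coding gene starts. Within 3 kb of a start lay 30.5% (29.9 to 31.1) of the H3K27ac peaks and 60.2% (59.5 to 60.9) of the H3K4me3 peaks. After circular shifts these shares averaged 4.55% and 4.62%, and neither observed share was reached in 1000 shifts (permutation p = 0.001 for each mark, one-sided, the smallest possible value). Among H3K27ac peaks, 65% (63.8 to 66.2) of those shared with H3K4me3 and 19.6% (19.0 to 20.2) of the others were near a start. Among H3K4me3 peaks, the values were 64.7% (63.5 to 65.9) and 58.1% (57.3 to 59.0). When the starts of every transcript of a protein-coding gene were used, 46.1% of H3K27ac and 73.5% of H3K4me3 peaks lay within 3 kb. The H3K4me3 share moved most with the distance and was 45.8% within 1 kb.

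Peak centres were distributed unevenly on the 2 sides of the nearest start. A start here is the outer 5′ end of the gene, so a promoter in use inside the gene counts as downstream. At CAPN1, for example, an H3K4me3 peak overlapping exon 1 of the canonical transcript lay 1403 bp downstream of the start. The profile was not repeated with the starts of every transcript, so part of the asymmetry may come from this definition. Of the 11089 H3K4me3 centres within 3 kb, 77.1% (76.3 to 77.9) lay downstream in the direction of transcription, with a median position of 463 bp. The corresponding values for 7227 H3K27ac centres were 68.1% (67.0 to 69.2) and 381 bp. In both lists the bin from 200 to 400 bp downstream held the most centres, 1794 for H3K4me3 and 1097 for H3K27ac. The bin just upstream of the start held 237 and 134, fewer than each bin from 200 to 800 bp upstream, of which the highest held 626 and 431.

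**Figure D2:**
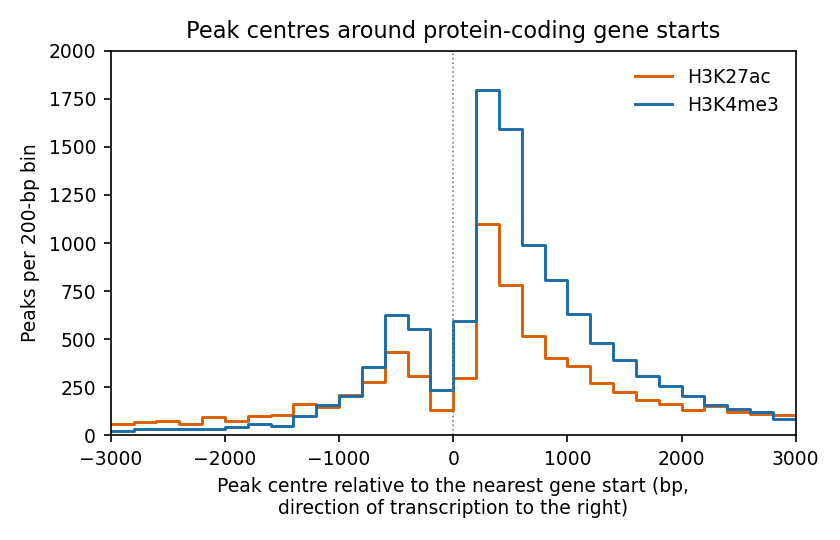
Number of peak centres per 200-bp bin (y axis) by distance to the nearest protein-coding gene start (x axis, bp, transcription to the right), for H3K27ac and H3K4me3. Both profiles have their maximum from 200 to 400 bp downstream, with 1794 H3K4me3 and 1097 H3K27ac centres, and a dip just upstream of the start. A start is the outer 5′ end of the gene, so promoters inside a gene count as downstream.

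Of the 20163 protein-coding gene starts, 38.2% (37.5 to 38.9) had an H3K4me3 peak within 1 kb and 23.6% (23 to 24.2) an H3K27ac peak. H3K27ac was found at 48.6% of the starts with H3K4me3 and at 8.08% of those without. With the upper part of each list, the shares fell to 26.8% and 14.9%. Chromosomes X and 18 had the lowest shares after chromosome Y, on which none of 65 starts was marked. On chromosome X, 30 of 869 starts (3.45%, 2.34 to 4.89) had H3K4me3 and 10 (1.15%, 0.553 to 2.11) had H3K27ac. On chromosome 18, the numbers were 29 of 266 starts (10.9%, 7.42 to 15.3) and 16 (6.02%, 3.48 to 9.58). The highest shares were 52.1% (48.8 to 55.5) on chromosome 5 and 51.9% (47.9 to 56.0) on chromosome 14 for H3K4me3, and 35.7% (31.9 to 39.6) on chromosome 14 for H3K27ac.

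**Figure D3:**
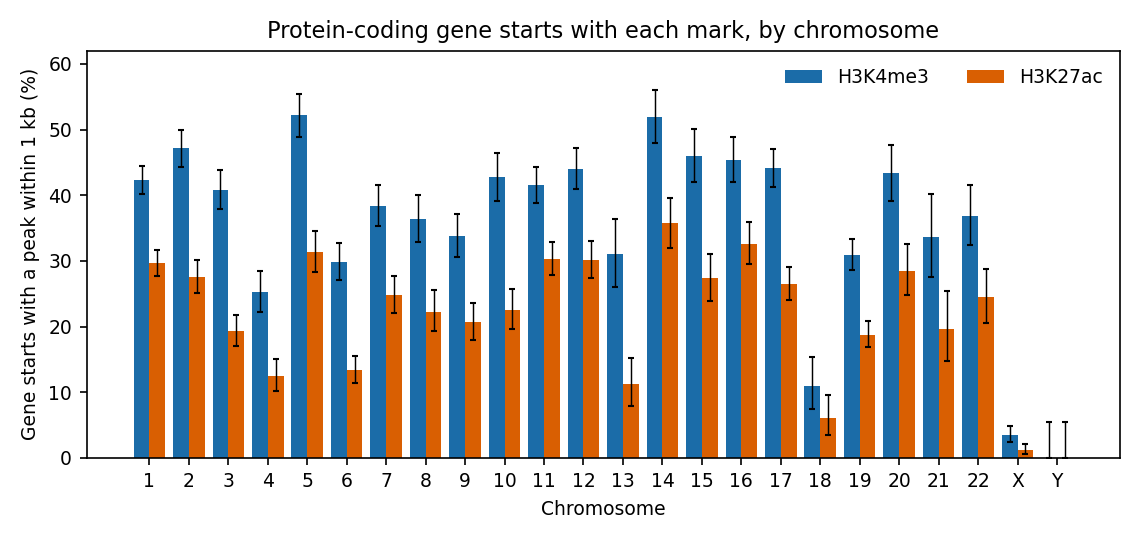
Share of protein-coding gene starts with a peak within 1 kb (y axis, %) on each chromosome (x axis), for H3K4me3 and H3K27ac, with exact 95% counting intervals as bars. Chromosome X (3.45% and 1.15%) and chromosome 18 (10.9% and 6.02%) lie below the other chromosomes except Y, which has no marked start.

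The ratio of H3K27ac to H3K4me3 peaks was compared between chromosomes because both libraries came from the same cell line. It was highest on chromosome 22 (1.68, 1.48 to 1.91), chromosome 10 (1.56, 1.42 to 1.72) and chromosome 20 (1.51, 1.35 to 1.70). By covered length, the ratio on chromosome 20 was 1.32, below that on chromosome 8 (466 kb of H3K27ac and 342 kb of H3K4me3). Chromosome 20 was then no longer among the 3 highest. The lowest ratios were found on chromosome Y, with 0 H3K27ac and 7 H3K4me3 peaks, chromosome X (0.66, 0.412 to 1.04, from 33 and 50 peaks) and chromosome 4 (0.865, 0.752 to 0.994, from 384 and 444 peaks). The interval on chromosome X contained the whole interval of chromosome 4, so the order of these chromosomes was not resolved.

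The 3 H3K27ac peaks with the highest −log10 q were on chromosome 12. The first (58819697 to 58821275, −log10 q 29.2) overlapped no annotated gene and was 493 kb from the nearest protein-coding start, that of LRIG3. The second (51632653 to 51633866, 29.0) overlapped exon 1 of DAZAP2, with its 5′ untranslated region and coding sequence. The third (58282528 to 58284301, 27.7) was in an intron of a long noncoding RNA gene (ENSG00000245651). Each overlapped at least 1 H3K4me3 peak. Of the 32-base words in the first and second, 50% and 20% occurred more than once in the reference genome, and none of those in the third did. The 3 widest H3K27ac peaks were also on chromosome 12, namely 58284671 to 58291013 (6343 bp, 18 summits, over exons of long noncoding RNA genes), 58237447 to 58240748 (3302 bp, over exon 1 of CTDSP2) and 58227370 to 58230621 (3252 bp, in an intron of CTDSP2).

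The 3 H3K4me3 peaks with the highest −log10 q lay outside genes and overlapped no H3K27ac peak. They were at 46403558 to 46403790 on chromosome 16 (−log10 q 146), 9827098 to 9827522 on chromosome 21 (85.5) and 46404844 to 46405304 on chromosome 16 (60.3). Of their 32-base words, 72.7%, 95% and 77.3% occurred more than once in the reference genome. The 3 widest H3K4me3 peaks overlapped H3K27ac peaks and, in whole or in part, exons. They were at 128748599 to 128752873 on chromosome 8 (4275 bp, exons 1 to 3 of MYC), 127565805 to 127569945 on chromosome 8 (4141 bp, exon 2 of LRATD2) and 58237466 to 58240738 on chromosome 12 (3273 bp, exon 1 of CTDSP2).

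Joining H3K27ac peaks within 10 kb gave 4606 regions of at least 2 peaks, which held 68.6% of the H3K27ac peaks and had a median of 3 peaks and a median length of 5.23 kb. The longest length under peaks was found at 128839451 to 128961587 on chromosome 8, where 63 peaks covered 36.3 kb within 122 kb. This region overlapped the noncoding RNA genes PVT1 and LINC02912 and no protein-coding gene, and it contained 28 H3K4me3 peaks. With peaks joined within 5 kb, the largest number of peaks in a region was 31, and within 20 kb it was 131. The next regions were on chromosome 12, at 52580469 to 52682589 (40 peaks over 22.6 kb, across KRT80, KRT7, KRT86 and KRT81) and at 58253934 to 58298896 (23 peaks over 16.5 kb, with no protein-coding gene).

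The study followed sites in CAPN1 and LINC00959, the latter with GLRX3 as the expected target gene. By ChIP-qPCR in H2087 cells it reported H3K4me3 enrichment at the CAPN1 site and H3K27ac enrichment at the LINC00959 site. The positions of the sites were not used here, so the peaks below are placed by gene. CAPN1 (chromosome 11, 64948037 to 64979477, plus strand) had 3 H3K4me3 and 4 H3K27ac peaks over the gene. The widest of them, an H3K4me3 peak at 64949440 to 64951106 with 3 summits, overlapped exons 1 to 4 of the canonical transcript, including its 5′ untranslated region. Its −log10 q of 5.10 was higher than that of 83.8% of the H3K4me3 peaks. Inside it were H3K27ac peaks at 64949440 to 64950063 over exon 1 (−log10 q 3.05) and at 64950402 to 64950620 over exons 2 and 3 (5.12). The remaining H3K27ac peaks over the gene, in an intron at 64972979 and in exon 20 at 64977628, had −log10 q of 1.41 and 2.09 and no H3K4me3 overlap.

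LINC00959 (chromosome 10, 131818289 to 131909094, minus strand) had 1 peak over the gene, an H3K27ac peak at 131908413 to 131908629 in an intron. It lay 465 bp downstream of the start of LINC00959 and 26.0 kb upstream of the start of GLRX3 (131934655 to 131982785, plus strand). Because LINC00959 is annotated as protein-coding, this peak counted as near a gene start. Its −log10 q of 2.16 was higher than that of 30.9% of the H3K27ac peaks. Between this peak and GLRX3, an H3K4me3 peak at 131909595 to 131909873 (−log10 q 3.76) and an H3K27ac peak at 131909972 to 131910254 (1.55) lay just outside LINC00959 without overlapping each other. Immediately upstream of GLRX3, an H3K27ac peak at 131933794 to 131934368 (5.77) and an H3K4me3 peak at 131934023 to 131934466 (5.26) overlapped. A further H3K27ac peak at 131936010 to 131936224 (1.64) was in an intron of GLRX3.

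**Figure D4:**
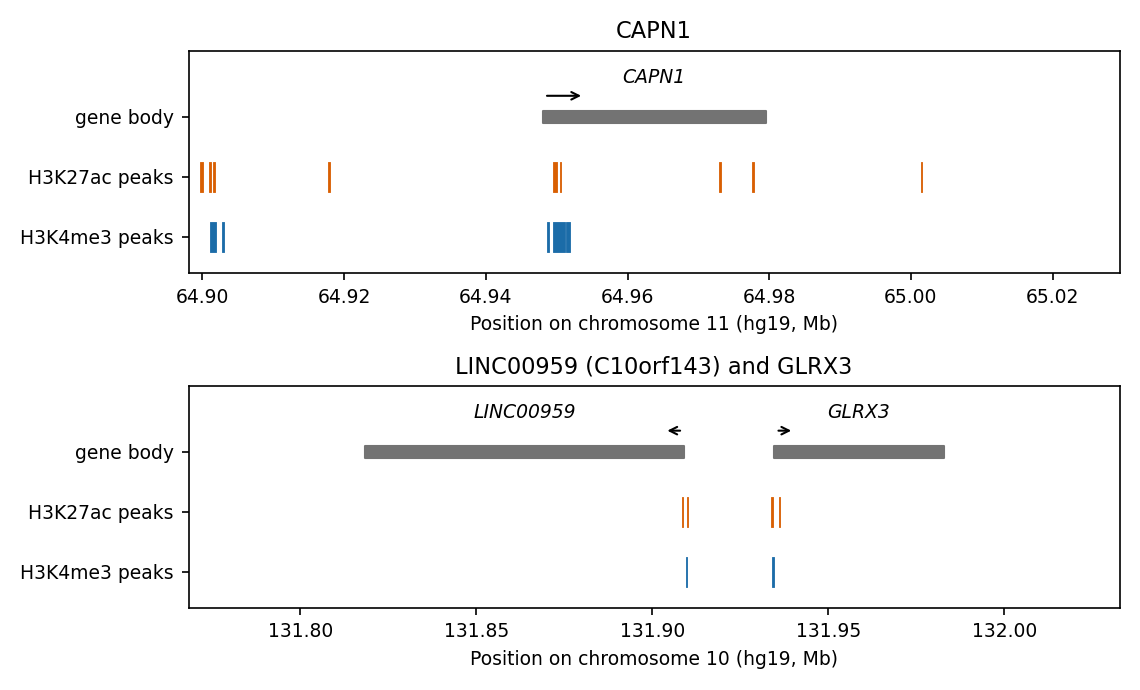
Positions on hg19 (x axis, Mb) of H3K27ac and H3K4me3 peaks within 50 kb of CAPN1 on chromosome 11 and of LINC00959 and GLRX3 on chromosome 10, with gene bodies as grey bars and arrows in the direction of transcription. Other genes are not drawn, and a thin outline keeps narrow peaks visible. The intronic H3K27ac peak of LINC00959 lies 26.0 kb upstream of the GLRX3 start.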

Values the study reported

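In the study, 31,582 SNPs were retrieved from the H3K4me3 peak regions, and the H3K27ac peak regions gave 34,591. Of the selected variants, 41 fell where the peaks of both marks overlapped. The enhancer in LINC00959 was placed 26 kb from GLRX3.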

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

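No paired analysis was possible because each mark had 1 library, and no replicate could be left out. The entries per summit, the threshold of 5, the starts of every transcript and both alternatives for the share of marked starts were chosen after seeing the data. For 36 results, 133 alternative values were computed. A direction was judged only for the differences between shared and unshared peaks, which kept their sign, and for the ratio to random placement, which stayed above 1. The order of the marks in number, and with it the order in overlapping share, was the opposite at a −log10 q of at least 5. Among the values that answer a comparison, 72 moved beyond their tolerance and 35 did not. The latter include 10 from the restriction to chromosomes, which changed no list and so could move nothing, and 2 from the log2 width, judged by direction only. Another 5 are ratios to random placement, judged by their permutation test alone, which leaves 18. For single chromosomes, 5 moved and 21 did not, 3 of these on chromosome Y, which had no H3K27ac peak. The ratio to random placement ranged from 19.5 to 59.0 under its 5 alternatives, each with a permutation p of 0.001, the smallest possible value. The number of stitched regions ranged from 3460 to 4625. Most of the changes follow from how each alternative was built, since it removes, joins or redefines peaks. Beyond this, the cause was not tested.

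With the upper part of each list by median −log10 q, 12103 H3K27ac and 9745 H3K4me3 peaks covered 4.82 and 4.41 Mb with median widths of 326 and 377 bp. The overlapping shares fell to 21.5% and 26.5%, and the shared length to 18.9% and 20.7%. The shares of peaks near a start rose to 33.3% for H3K27ac and 68.5% for H3K4me3, and the shares of marked starts fell to 14.9% and 26.8%. On chromosome X these were 0.46% and 1.61%, and on chromosome 18 they were 0.752% and 6.02%. Applied to the H3K4me3 list only, it raised the median distance of unshared H3K27ac peaks to 27.6 kb. A −log10 q of at least 5 left 2131 and 3106 peaks, with overlapping shares of 18.3% and 12.4%. Both thresholds were applied to both lists, so a strong peak lost its partner when the partner was weaker.

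After merging within 1 kb, the median widths were 300 and 349 bp, the overlapping shares 25.6% and 34.8%, the shared lengths 21.9% and 25.9%, and the median distance 16.4 kb. Shared peaks then exceeded unshared ones by 172 bp and 0.971 in −log10 q for H3K27ac, and by 356 bp and 0.933 for H3K4me3. Without peaks under 200 bp, the median widths were 301 and 329 bp. Counting an entry per summit gave widths of 292 and 323 bp and shares of 25.7% and 34%.

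When 50% of the counted peak had to be covered, the shares were 18.4% for H3K27ac and 21.8% for H3K4me3, and with reciprocal coverage 13.2% and 17.1%. With the other mark within 1 kb they were 36.0% and 47.9%. Under the 50% rule, the median differences in width were 48 and 46 bp, and that in −log10 q for H3K4me3 was 0.683. The 1 kb rule gave 55.5 and 64 bp, and 0.478 and 0.424 in −log10 q. In the highest 10% of the lists, the 50% rule lowered the shares to 35.0% and 37.6%, and in the lowest 10% to 11.6% and 14.2%.

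Parts of 25% in place of 10% gave 37.9% for H3K27ac and 45.9% for H3K4me3 at the top, and 20.9% for H3K4me3 at the bottom. Ranking by width gave 59.7% in the highest 10% of H3K4me3 peaks, and 12.4% and 16.6% in the lowest 10% of H3K27ac and H3K4me3. The largest stitched region held 31 peaks at 5 kb, 131 at 20 kb, and 31 when only H3K27ac peaks without H3K4me3 were joined.

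The share of H3K27ac peaks near a start was 20.5% within 1 kb, 35.5% within 5 kb, 41.3% for the starts of all genes and 46.1% for every transcript. For H3K4me3, these shares were 45.8%, 63.8%, 69.2% and 73.5%. Within 3 kb, 29.9% of the starts had H3K27ac and 43.3% had H3K4me3. H3K4me3 peaks were near starts more often than H3K27ac peaks in each of these settings.

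The unknown depth limits every statement about the absence of a mark. Because a deeper library would add weak peaks, the overlapping shares, the unshared peaks and the marked starts are tied to these lists.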

Other observations

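The patterns in this part were noticed in the data and then tested on the same data. The tests of H3K27ac beside assembly gaps, of the strongest 10% of H3K27ac peaks and of the second choice of windows, and the comparison of stretches on chromosomes 8, 9 and 18, were chosen after their results had been seen. No biological explanation of these patterns was tested, since the labels give 1 cell line in 1 condition.

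Of the 33 H3K4me3 peaks with a −log10 q of at least 20, 15 lay within 1 Mb of an assembly gap of at least 1 Mb, against none of 8 such H3K27ac peaks. Of the 261 H3K4me3 peaks beside these gaps, 35.6% (29.8 to 41.8) were multi-copy, against 9.06% (8.65 to 9.49) elsewhere. Among 125 H3K27ac peaks beside the gaps, the share was also higher, 22.4% (15.4 to 30.7) against 12.6% (12.2 to 13.0). Reads placed at collapsed or repeated sequence may therefore account for part of the peaks, although most of the peaks beside gaps did not meet the definition of multi-copy. An artefact of equal size in both libraries was argued against by the H3K27ac list, of which 0.519% (0.432 to 0.618) lay beside the gaps, compared with 1.404% (1.24 to 1.58) of the H3K4me3 list. Among H3K4me3 peaks beside the gaps, 14.6% overlapped H3K27ac, against 31.3% elsewhere. Overlap with H3K4me3 was not lower for the H3K27ac peaks beside the gaps, 28.8% against 24.0%. What made the lists differ stays open. According to the methods the input served for normalization, but its role in the peak calling is not stated. Gaps on chromosome Y were not used, and the 7 H3K4me3 peaks on that chromosome were counted as elsewhere.

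Few gene starts on chromosomes X and 18 had a peak of either mark. The CpG content of these starts did not account for the low shares. The median number of CpG dinucleotides was 45 on chromosome X, 71 on chromosome 18 and 59 on the other chromosomes. From starts with the same CpG class on the other chromosomes, 35.9% of the starts on chromosome X would have H3K4me3, against 3.45% observed. The matched and observed shares were 47.0% and 10.9% on chromosome 18, and for H3K27ac 22.7% and 1.15% on X and 28.2% and 6.02% on 18. Multi-copy sequence did not account for them either, since among starts outside it 4.01% (2.72 to 5.67) on X and 11.2% (7.63 to 15.7) on 18 had H3K4me3, against 41.9% on the other chromosomes. Low shares also occurred in long stretches elsewhere. In the first 30 Mb of chromosome 8, 3 of 209 starts had H3K4me3 (1.44%, 0.297 to 4.14, with 32.3% from CpG matching), while 51.0% of the 500 starts further along had it. In the first 30 Mb of chromosome 9, 6 of 100 starts had H3K4me3 (6.0%, 2.23 to 12.6, with 35.2% from matching). On chromosome 18 from 20 Mb on, 8 of 192 starts had H3K4me3 (4.17%, 1.82 to 8.04, with 44.5% from matching). In the first 20 Mb, 21 of 74 had it (28.4%, 18.5 to 40.1), also below the 53.6% from matching. H3K27ac was low in the first 30 Mb of chromosomes 8 and 9 and on chromosome 18 from 20 Mb on, with 1.91%, 4.0% and 1.04% of the starts.

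A copy number or read coverage that changes over long stretches is a candidate explanation for these shares. On the autosomes other than 18, the CpG-adjusted share of starts with H3K4me3 in 2-Mb windows was correlated between windows 10 Mb apart (675 pairs, Pearson's r 0.370, Spearman's rho 0.365, permutation p = 0.0001, one-sided, the smallest possible value of 10000 shuffles). Shuffling within chromosomes gave a mean r of 0.153 and the same smallest permutation p of 0.0001. At 4 and 20 Mb, r was 0.407 and 0.344, again with the smallest permutation p of 0.0001. The p-values are not adjusted for the 3 distances. For H3K27ac, r was lower at each distance, with 0.337, 0.281 and 0.272 at 4, 10 and 20 Mb. These are correlations across windows, which are not independent replicates. Long domains of similar gene activity would give a correlation as well, and neither copy number nor gene expression was analysed here, so both stay open.

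Chromosomes 12 and 8 held many of the peaks with a high −log10 q, although for H3K4me3 on chromosome 8 this depended on the cut. For H3K27ac on chromosome 8 this cannot be told, since only 8 peaks reached the higher cut. Of the 83 H3K27ac peaks with a −log10 q of at least 10, 34.9% were on chromosome 12 and 12% on chromosome 8, which held 5.73% and 5.03% of the list. Of the 245 such H3K4me3 peaks, 16.3% were on chromosome 12 and 12.2% on chromosome 8, with 6.11% and 4.62% of the list. At a −log10 q of at least 20, chromosome 12 held 6 of 8 H3K27ac and 14 of 33 H3K4me3 peaks, and chromosome 8 held 1 peak of each list. Extra copies of such stretches could raise both marks, and 2 choices of 1-Mb windows were tried to test this on H3K4me3 peaks that overlap no H3K27ac peak. The first took the 12 windows with the highest median −log10 q of H3K27ac among those with at least 5 H3K27ac peaks. The H3K4me3 median inside them was 2.81, within the range of random windows (2.49 to 3.17, permutation p = 0.754, one-sided). The second took the 5 windows with at least 3 H3K27ac peaks of at least 10. The H3K4me3 median inside them was 3.41, against 2.92 elsewhere (permutation p = 0.0482, one-sided, and 0.0964 after adjustment for 2 choices). This median also lay within the range of random windows (2.23 to 3.54). Neither choice passed 0.05 after adjustment. The windows of the second set differed among themselves. The H3K4me3 median was 4.18 (28 peaks) at 58 to 59 Mb on chromosome 12. It was 5.77 (5 peaks) at 128 to 129 Mb on chromosome 8 and 3.41 (27 peaks) at 62 to 63 Mb on chromosome 20. At 51 to 52 and 53 to 54 Mb on chromosome 12 it was lower, 2.51 (4 peaks) and 2.49 (11 peaks). Single windows were not tested. Extra copies would also lift weak sites over the calling threshold, which keeps a median low, so extra copies and locally strong regulation cannot be told apart in these windows. In the first set, 58.3% (49.0 to 67.3) of 120 gene starts had H3K4me3, against 41.2% from CpG matching. In the second set, 60.0% (49.98 to 69.4) of 105 gene starts had it, against 40.3% from matching. Both sets were chosen for strong H3K27ac, and 78.8% of all starts with H3K27ac also had H3K4me3. The higher shares can therefore follow from the choice of windows alone and do not bear on extra copies. Multi-copy sequence did not set the windows apart, with 16.1% (12.4 to 20.5) of H3K27ac peaks in the first set against 12.6% (12.2 to 13.0) outside.

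Most H3K27ac peaks, 76.0%, overlapped no H3K4me3 peak. Narrow calls side by side within the same region explain a part at most, since 15.7% (15.2 to 16.3) of the unshared peaks lay within 1 kb of an H3K4me3 peak, compared with a mean of 1.24% after shifts. Weak H3K27ac calls were not the whole cause, because 53.9% (51.9 to 55.9) of the 10% with the highest −log10 q also lacked overlap. The unshared peaks, of which 19.6% lay within 3 kb of a protein-coding start, may include distal regulatory regions. H3K4me3 sites missed at an insufficient depth remain open as another source, as that depth is unknown.

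The direction of the LINC00959 peak from GLRX3 differed from the description in the study's methods, where the site is called downstream. In the annotation used here, the intronic H3K27ac peak lay 26.0 kb upstream of the GLRX3 start. No H3K27ac or H3K4me3 peak was listed within 50 kb past the end of GLRX3.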
